A study of Homo sapiens with 38 samples.

How the data were processed

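The series measured chromatin contacts in primary human trabecular meshwork cells, the tissue of the eye through which aqueous humour drains. Per the labels, cells were left untreated (Resource), given the ethanol vehicle (Control) or given dexamethasone, a synthetic glucocorticoid (Dex). Per the labels' protocols, crosslinked chromatin was processed with a restriction-enzyme Hi-C kit, libraries were enriched with a promoter capture panel, and sequencing was done before and after capture. The labels describe 38 samples from 4 donors. Control and Dex each had 7 samples before capture and 9 after it, from 3 donors, so some samples after capture have no counterpart before it among those described. Resource had 3 samples before capture and 3 after it, from 3 donors, of whom 2 also gave Control and Dex samples.

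The values used here were 3 loop lists, 1 per condition, each taken as a pooled list of the condition in its name. The authors deposited each loop as a pair of anchor positions with a score, and the score was 1 in every line, so it ranked nothing. The lists carry no header. The aligner, the loop caller, its thresholds, the genome build and the libraries that entered each list are not stated in the labels or the lists, and no value is given per sample. The lists hold no read counts, so the depth behind each list is unknown and a difference in list length cannot be separated from a difference in depth. There are no replicates among the lists. No p-value across loops or genes is therefore given, because neither are replicates, and the 95% Wilson intervals on shares cover counting error only.

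The genome build was worked out from the anchors. Read as positions counted from 1, 100% of anchors in each list began at a GATC or GANTC site of hg38, against 0% when read as counted from 0. All coordinates below are hg38 positions counted from 1. The 36881 distinct anchors of the 3 lists lay on a fixed grid without overlaps between different anchors, and 3 of them held an undetermined base. Lines ordered their anchors as text, so 100 Control, 57 Dex and 141 Resource lines gave the higher position first, and anchors were sorted by position before use.

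Loops in different lists were matched when both anchors overlapped by at least 1 bp, which on this grid equals identical anchors. Chance levels of matching came from 20 seeded draws in which loops were moved along their chromosome with the span kept. They also came from 20 draws of mirrored loops, which kept an anchor and the span and pointed the other way. Promoter shares of moved loops came from a single draw. Span was the distance between anchor midpoints. Promoters were the 1 kb either side of transcription starts of protein-coding genes in GENCODE 44, and a loop was assigned to every gene whose promoter an anchor touched. Intervals on ratios of counts were computed on the log scale from the counts. The difference in promoter loops of each fixed gene list was ranked among 10000 random lists of the same size, drawn from the genes nearest in total promoter loops (at least 100 per gene). The glucocorticoid response element was counted per Mb of anchor as AGAACANNNTGTTCT with at most 2 mismatches over its 12 fixed bases on both strands, beside the control motif TGTTCTNNNAGAACA with its arms swapped.

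The genes named were fixed by rule: the 5 protein-coding genes with the largest difference in promoter loops in each direction between Control and Dex, with ties broken by total loops and then symbol, and the members of both gene lists where a list is discussed. Loops with the highest score were to be named too, but the constant score left none to choose. The gene lists, the motif, the matching rule, the comparisons and the alternatives were chosen before the data were examined, except where stated. The alternatives were other matching distances, lists reduced at random to the length of the shortest, a minimum span, autosomes, other promoter definitions, all annotated genes, and fewer mismatches or promoter-free anchors for the motif. Merging of neighbouring loops, and for the motif exact matches, anchors used by only the list in question, anchors of loops without a neighbour and GC standardisation, were added after seeing the data.

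Scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The procedures were tested on simulated data. All 3000 planted identical loops and 2000 planted near loops were found, 0 of 500 absent loops were matched, and 300 of 300 planted motif sites were counted. Of 200 random lists without a planted shift, 195 fell inside the central 95% of their random lists.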

Results

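Promoter-capture Hi-C loops of human trabecular meshwork cells were compared between dexamethasone and its ethanol vehicle, with untreated cells as a further list. Dexamethasone raises eye pressure in some people, and the design asks how promoter contacts differ in its presence. The Control list held 24241 loops, the Dex list 16016 and the Resource list 30375, which together made 44249 distinct loops. Their anchors numbered 24007, 17108 and 27445, with a median length of 5124, 5126 and 5123 bp. Merging neighbouring loops whose anchors both lay within 10 kb, chosen after seeing the data, moved these numbers most, to 12469, 9258 and 15473 clusters.

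Most anchors carried a single loop, with shares of 66.9% in Control, 67.5% in Dex and 64.2% in Resource. The busiest Control anchor, on chromosome 8 from 48920260 to 48925395 at the SNAI2 promoter, held 43 loops. The busiest Dex anchor, on chromosome 5 from 54516261 to 54521523 at the SNX18 promoter, a gene named here after its values were seen, held 31. In Resource it was the anchor on chromosome 11 from 96338211 to 96343427 at the MAML2 promoter, with 48 loops.

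The loops of the 3 lists had similar spans. The median was 208 kb in Control (95% interval 206 to 211), 206 kb in Dex (203 to 209) and 212 kb in Resource (209.6 to 213). Loops under 20 kb made up 1.61%, 1.21% and 2.08% of the lists, and loops over 1 Mb 0.825%, 0.793% and 0.961%. Restricting the lists to spans of at least 20 kb moved the Resource median most, to 216 kb. Loops listed in both Control and Dex were shorter, at a median of 196 kb (192 to 199.99), than loops in Control alone, at 217 kb (213 to 221), or in Dex alone, at 225 kb (221 to 231).

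The Dex list held 0.661 loops per Control loop (0.648 to 0.674). The ratio was 0.653 for spans under 100 kb, 0.670 from 100 to 250 kb, 0.660 from 250 to 500 kb and 0.635 above 500 kb. By chromosome it ran from 0.594 (0.538 to 0.656) on chromosome 10 to 0.768 (0.678 to 0.871) on chromosome 19.

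Of the Control loops, 9898 were also in Dex, which was 40.8% (40.2 to 41.5) of Control and 61.8% (61.0 to 62.6) of Dex. Moved loops matched in 0.0402% of Control loops and 0.0487% of Dex loops, and mirrored loops in 0.750% and 1.12%. Allowing both anchors to lie within 10 kb raised the share of Control loops found in Dex to 66.4%, the largest move among the alternatives, and that of Dex loops found in Control to 80.3%. Control and Dex loops were also set against Resource, from cells without the drug or its vehicle. Resource held 58.5% of Control loops (57.9 to 59.1) and 65.6% of Dex loops (64.8 to 66.3), against 1.38% and 1.41% for mirrored loops.

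The order of similarity depended on the measure. Shared loops as a percentage of the union were 32.6% for Control and Dex, 35.1% for Control and Resource and 29.3% for Dex and Resource. As a percentage of the shorter list they were 61.8%, 58.5% and 65.6%. When random removal brought all lists to equal length, the expected shares were 40.8%, 30.8% and 34.6%. The removal spared the Dex list, fell on both lists of Control and Resource, and took the largest part of Resource. The order on this measure therefore also depends on list length. Which pair was closest therefore differed among the measures.

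**Figure D1:**
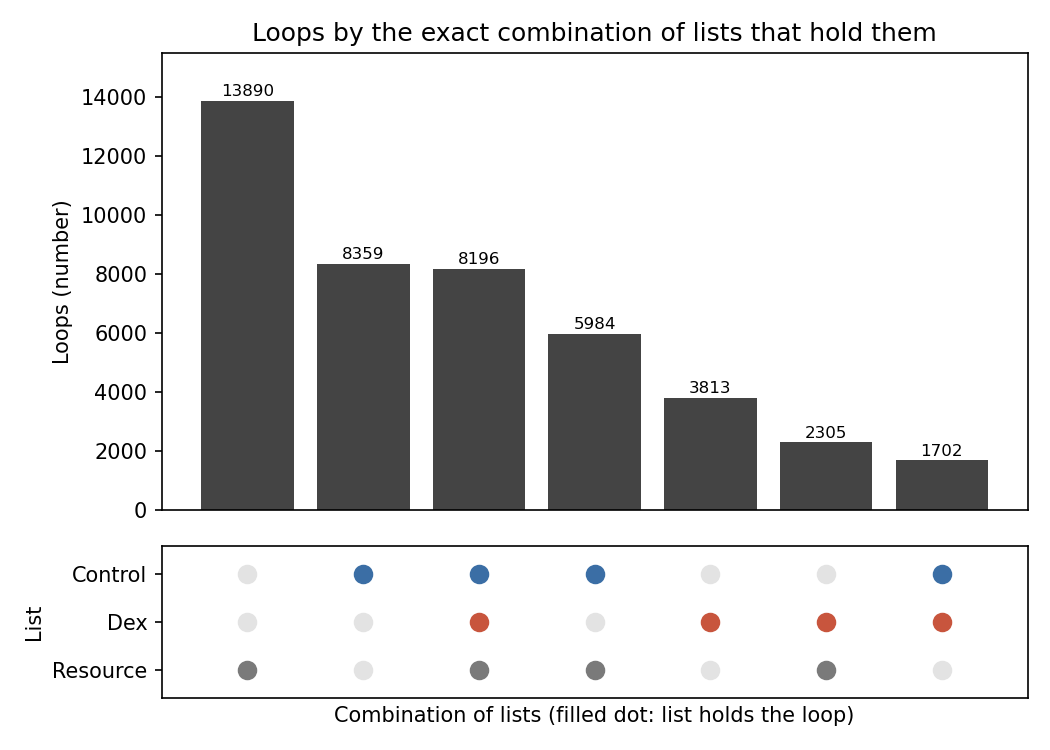
Number of loops (vertical axis) in each exact combination of the Control, Dex and Resource lists, shown by the filled dots under each bar. The largest class was Resource alone with 13890 loops, and 8196 loops were in all 3 lists.

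Among loops in only 1 list, Resource held the most at 13890, followed by Control at 8359 and Dex at 3813. Control and Dex shared 1702 loops that were absent from Resource, while Control and Resource shared 5984 absent from Dex and Dex and Resource 2305 absent from Control. All 3 lists shared 8196.

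Sharing fell with span. The share of Control loops also in Dex was 44.6% under 100 kb, 42.3% from 100 to 250 kb, 38.9% from 250 to 500 kb and 33.5% above that. For Dex loops also in Control the shares were 68.2%, 63.2%, 59.0% and 52.7%. Presence in Resource went with sharing: 57.8% of the Control loops that Resource held were in Dex, against 16.9% of those it lacked. For Dex loops found in Control these shares were 78.0% and 30.9%.

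**Figure D2:**
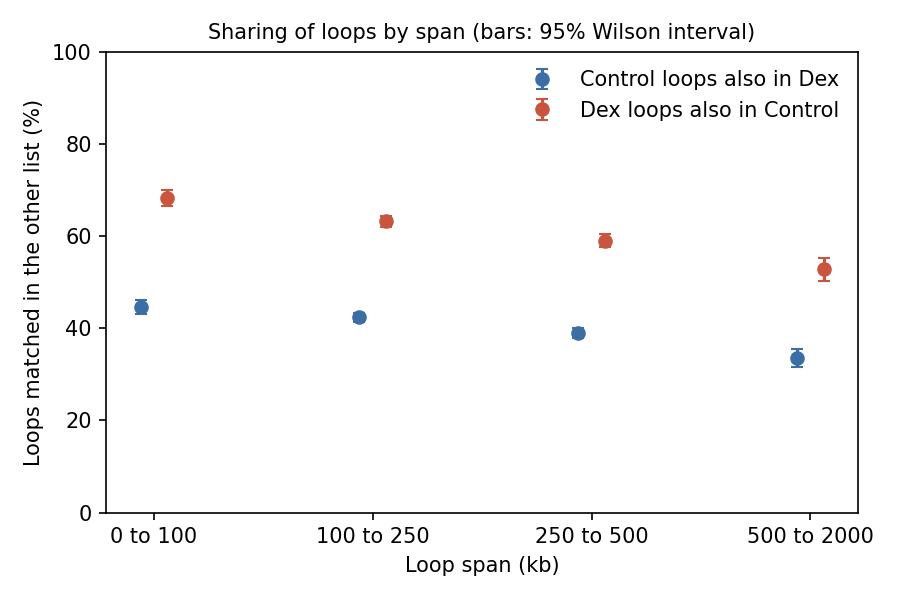
Percentage of Control loops also in Dex and of Dex loops also in Control (vertical axis) by loop span in kb (horizontal axis), with 95% Wilson intervals as bars. Shares fell from 44.6% to 33.5% and from 68.2% to 52.7% between the shortest and the longest class.

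A protein-coding promoter lay on at least 1 anchor of 92.3% of Control loops (92.0 to 92.7), 93.5% of Dex loops (93.1 to 93.8) and 92.5% of Resource loops (92.2 to 92.7). Loops moved at random gave 21.7%, 21.99% and 21.9%. The libraries were captured at promoters, so an excess over moved loops was built in and is no finding about the cells. With all annotated genes in place of protein-coding genes, the alternative that moved these shares most, the Control share was 99.9%. Both anchors touched a promoter in 38.7% of Control loops (38.1 to 39.3), 42.9% of Dex loops (42.2 to 43.7) and 42.3% of Resource loops (41.7 to 42.9). The share was 43.7% among loops in both Control and Dex, 35.2% in Control alone and 41.6% in Dex alone.

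Loops that joined a promoter to an anchor without a promoter numbered 13010 in Control, 8097 in Dex and 15236 in Resource. Only protein-coding genes were counted in placing the distal anchor. Its midpoint lay in an intron in 44.4%, 43.9% and 45.8% of these loops and in an exon in 5.08%, 5.10% and 5.34%. It lay outside protein-coding genes in 50.6%, 51.0% and 48.9%, which may include other annotated genes. The protein-coding transcription start nearest to the distal anchor belonged to a gene other than the looped gene in 83.4% (82.7 to 84.0), 83.6% (82.8 to 84.4) and 84.2% (83.6 to 84.8).

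Of 19970 annotated protein-coding genes, 12786 had a promoter loop in at least 1 list. Control loops touched 10224 genes, Dex loops 8707 and Resource loops 11136. Control and Dex shared 7659 genes, 2565 had a loop in Control and none in Dex, and 1048 had a loop in Dex and none in Control. Counting all annotated genes, which moved the Control-only number most, gave 4605 in place of 2565. With lists reduced at random to equal length, 1910 genes had a loop in Control and none in Dex. In the other direction the number was 1846, so the imbalance largely went with list length. A Resource loop was present for 66.8% of the Control-only genes and 62.7% of the Dex-only genes. A single loop accounted for the call in 65.9% of the Control-only genes and 81.4% of the Dex-only genes.

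Fewer promoter loops were listed in Dex than in Control for 6752 genes, more for 2323, and equal numbers for 3711, of which 1514 had loops in Resource alone and 2197 had loops in both Control and Dex. Spearman's rho across genes, which are not independent replicates, was computed for the 3 pairs of lists. It was 0.70 for Control and Dex, 0.72 for Control and Resource and 0.69 for Dex and Resource.

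The largest fall was at SNAI2 (ENSG00000019549.13, chromosome 8 from 48917598 to 48921740, minus strand), with 43 Control, 19 Dex and 31 Resource loops. Both lists shared 17 of its loops. Of the 28 others, 2 were in Dex alone, or 7.14% (1.98 to 22.6), against 29.9% (29.3 to 30.5) of unshared loops over the whole lists. Resource held 8 of the 26 Control-alone loops. All its loops met at the same promoter anchor, and many of their other ends in Control were adjacent anchors. For example, Control held loops to the adjacent anchors that start at 48262336, 48267618 and 48272755, and Dex only to that at 48267618. Part of the fall is therefore in how many adjacent anchors were listed, and the counts are not numbers of separate contacts. The loops reached from 47958398 to 48925395 on a region that also holds MCM4, UBE2V2 and CLXN and the 5′ end of PRKDC.

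**Figure D3:**
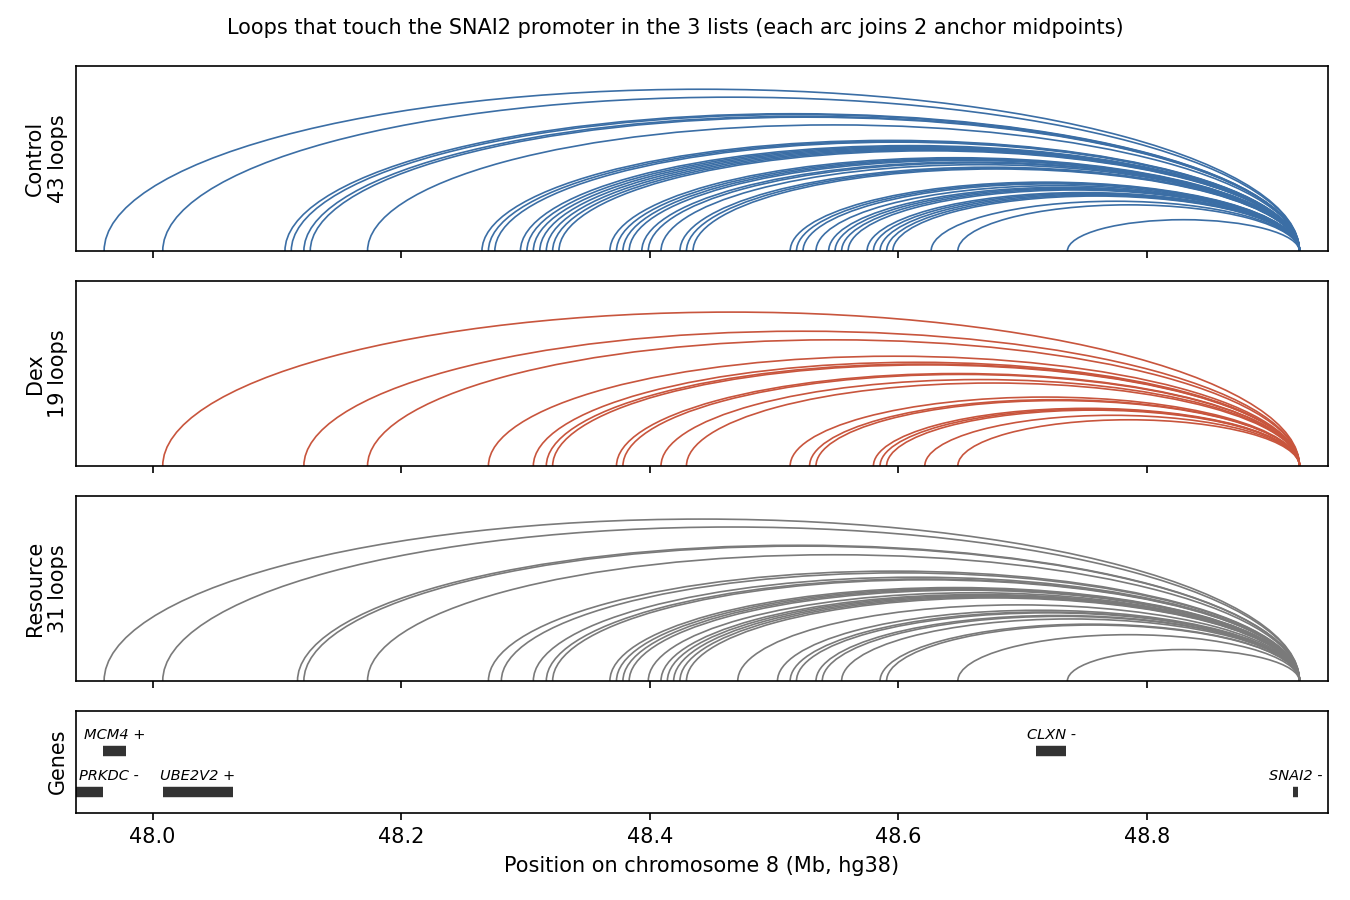
Loops that touch the SNAI2 promoter in each list, drawn as arcs between anchor midpoints over chromosome 8 (horizontal axis, Mb, hg38), with protein-coding genes below as bars and their strand as + or -. The Control panel has 43 arcs, the Dex panel 19 and the Resource panel 31.

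GTF2F2 on chromosome 13 (45120510 to 45284893) had 44 Control and 22 Dex loops, with 39 in Resource. EPB41L4B on chromosome 9 (109171974 to 109321059) had 37 and 18, with 43 in Resource, which held 18 of its 20 Control-alone loops. MAML2 on chromosome 11 (95976598 to 96343195) had 62 and 44, with 79 in Resource. Its Dex-alone share of 32.0% (20.8 to 45.8) of 50 unshared loops did not lie below the list-wide 29.9%, so its fall was no larger than that of the lists. NLN on chromosome 5 (65722205 to 65871725) had 36 and 18, with 40 in Resource, and a promoter anchor of NLN also holds the SGTB promoter.

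PLB1 on chromosome 2 (28457145 to 28644142, plus strand, ENSG00000163803.13) had the largest gain, with 7 Control, 14 Dex and 8 Resource loops. Dex alone held 8 of its 9 unshared loops, or 88.9% (56.5 to 98.0), and 1 of these 8 was in Resource. MYOF on chromosome 10 (93306429 to 93482334) had 12 and 18, with 23 in Resource, which held 6 of its 7 Dex-alone loops. ZNF267 on chromosome 16 (31873807 to 31917357) had 6 and 12, with 11 in Resource. VPS29 on chromosome 12 (110491083 to 110502111), whose promoter anchors also hold the RAD9B promoter, had 5 and 11, with 9 in Resource. CNNM4 on chromosome 2 (96760902 to 96811874) had 3 and 9, with 6 in Resource. These genes were chosen as extremes among 12786, so the intervals on their shares are not tests. In 1000 random reassignments of the unshared loops to the lists, a gain of at least 7 at some gene arose in 221 and a loss of at least 24 in 340. With lists reduced at random to equal length, the largest gain was 13 and the largest loss 15, and values as large arose in 164 and 52 of 1000 reassignments.

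**Figure D4:**
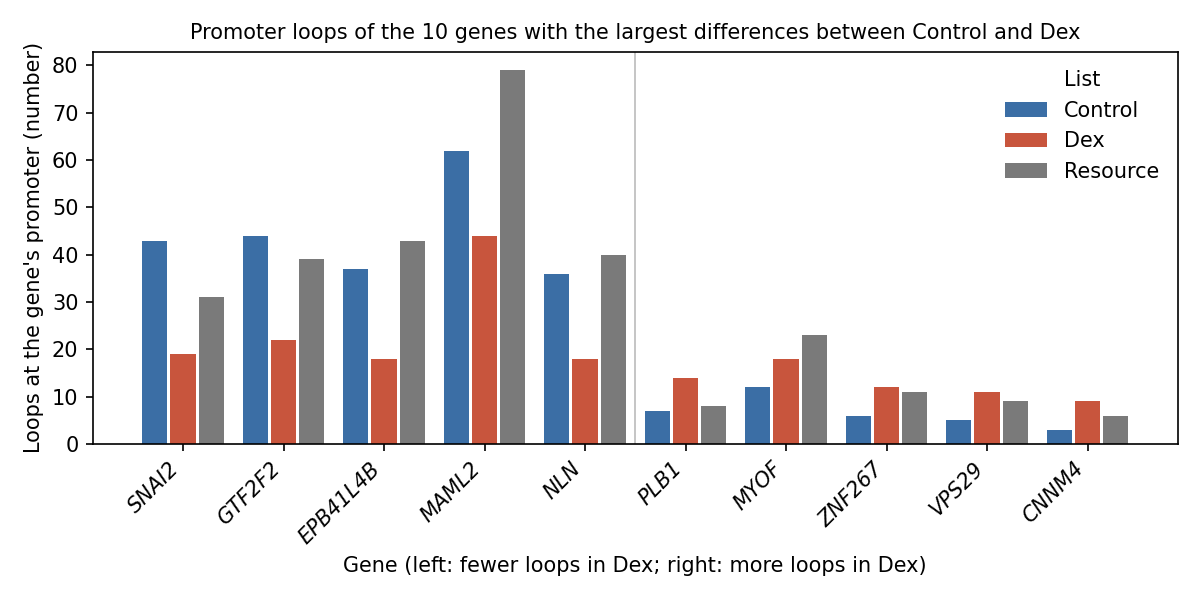
Number of promoter loops (vertical axis) in the Control, Dex and Resource lists for the 5 genes with the largest falls (left of the line) and the 5 with the largest gains (right) from Control to Dex. SNAI2 went from 43 to 19 loops and PLB1 from 7 to 14.

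The glucocorticoid-response list asked whether genes known to respond to the drug differ in promoter loops. Of its 24 genes, 17 had a loop, 3 of them in Resource alone, and their loops summed to 75 in Control, 44 in Dex and 91 in Resource. The difference of -31 lay at percentile 10.7 of matched random lists (median -21, central 95% from -37 to -5). Dex had more loops at 3 genes and fewer at 10. GLUL had 16 Control and 8 Dex loops, KLF9 13 and 10, ERRFI1 12 and 6, and FKBP5 6 and 2. Among the alternatives, a 5 kb promoter moved the percentile most, to 20.7.

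The list of glaucoma and eye pressure genes held 35 genes, 2 of them on both lists, and 30 had a loop, 3 of them in Resource alone. Their loops summed to 96 in Control, 81 in Dex and 142 in Resource. The difference of -15 lay at percentile 95.6 of matched random lists (median -32, central 95% from -52 to -12), inside the central range. Dex had more loops at 11 genes and fewer at 12. CAV1 had 5 Control, 9 Dex and 9 Resource loops, and TEK had 6, 8 and 8, so untreated cells held as many as Dex at both. ANTXR1 had 11, 9 and 13 in the same order, ADAMTS8 6, 1 and 9, and MYOC 0, 1 and 0. Lists reduced at random to equal length moved the percentile most, to 80.5.

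The glucocorticoid response element is the DNA site that the drug's receptor binds. Sequence matches to it occurred at 65.5 per Mb (63.2 to 67.8) in anchors of Dex-alone loops. In anchors of Control-alone loops they occurred at 67.0 per Mb (65.3 to 68.7). Loops in both lists had 67.3 per Mb (65.2 to 69.5). The ratio of Dex alone to Control alone was 0.977 (0.936 to 1.02), so no difference was detectable. The control motif occurred at 61.2, 64.5 and 62.4 per Mb, a ratio of 0.949. Among settings that changed 1 choice, requiring no mismatch, chosen after seeing the data, moved the ratio most, to 0.909 (0.411 to 2.01), on 9 Dex-alone and 19 Control-alone sites.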

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

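The 20 results were recomputed under those of 15 alternative settings that apply to each, which gave 69 values. Of these, 34 stayed within the counting interval or, for numbers of genes or loops, within 1.5 times the count, and 29 moved. The other 6 are percentiles of the gene lists, which were judged only by whether they stayed inside the central 95% of random lists, and all 6 did. Requiring identical anchors gave the same matches, as the grid dictates.

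Letting both anchors lie within 10 kb raised every share of matched loops: 66.4% of Control loops in Dex, 80.3% of Dex loops in Control, 80.2% of Control loops in Resource and 83.3% of Dex loops in Resource. The looser rule can only add matches. Merging neighbouring loops, chosen after seeing the data, gave 12469 Control, 9258 Dex and 15473 Resource clusters, with 47.8% of Control clusters in Dex and 67.0% of Dex clusters in Control. The number of clusters in Dex was 0.742 of that in Control, a smaller gap than between the loops.

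Reducing every list at random to the length of the shortest left the share of Control loops in Dex at 40.8% and lowered that of Dex loops in Control to 40.8%, that of Control loops in Resource to 31.1% and that of Dex loops in Resource to 34.3%. Fewer loops to match explains the fall by construction. The number of genes with a loop in Dex and none in Control rose from 1048 to 1846, close to the 1910 with a loop in Control and none in Dex at equal length. These values came from a single draw, so their spread over draws is unknown. A random draw is not the same as shallower sequencing, which would lose the weakest loops first, and the lists rank no loop.

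Leaving out spans under 20 kb raised the median span to 212 kb in Control and 216 kb in Resource, by removing the shortest loops. Promoters reduced to the transcription start gave promoter shares of 90.2% in Control, 91.7% in Dex and 90.3% in Resource. Promoters of 5 kb either side gave 94.8%, 95.5% and 94.8%. All annotated genes gave 99.9257%, 99.95% and 99.9309%, and raised the numbers of genes from 7659 to 11766 in both Control and Dex, from 2565 to 4605 in Control alone and from 1048 to 1794 in Dex alone, by construction. The excess of promoter-to-promoter loops in Dex over Control was 4.26 percentage points and ran from 3.08 points with all annotated genes to 4.35 points at equal length. Dex had the largest promoter share in each of these settings, but with all annotated genes nearly every loop counted and the lists hardly differed.

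Both gene lists stayed inside the central 95% of random lists in every setting tried, at percentiles from 7.41 to 20.7 for the glucocorticoid-response list and from 80.5 to 95.8 for the eye pressure list. The motif ratio moved to 0.909 when no mismatch was allowed, on few sites, and ran from 0.958 to 1.01 under the other settings that changed 1 choice. Over all 12 pairings of the 4 anchor sets with 0, 1 or 2 mismatches it ran from 0.708 to 1.13, and all 12 intervals held 1.

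Alternatives meant to keep the stronger part of each list by score could not be run, because the score is constant. Leaving out each replicate in turn could not be run either. No paired analysis was possible because the loop lists are pooled per condition and carry no replicate. The unknown depth of each list limits every comparison of loop numbers.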

Other observations

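The tests of whether Dex-alone loops occur in Resource, of the ratio by chromosome and span, and of GC content and list length were chosen only after the results they bear on were seen.

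The Dex list was shorter than the Control list in each of the 4 span classes and 23 chromosomes. A loss limited to some of them is argued against by the highest ratio, 0.768 on chromosome 19, whose interval ended below 1. The ratio was not shown to be uniform, since the intervals of chromosomes 10 and 19, the extremes of the 23, did not overlap. A shorter list could come from a real fall in promoter contacts under the drug, or from depth, loop calling or the number of libraries merged. None of these was tested, since the lists hold no read counts.

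Of the 6118 loops listed in Dex and not in Control, 37.7% were in the Resource list, from cells without the drug, against 1.14% of mirrored loops. This argues against every such loop having formed only under the drug. For Control-alone loops the share in Resource was 41.7%. Loops of the Dex list with no neighbour within 10 kb in Control or Resource numbered 1720, which was 28.1% of the Dex-alone loops (27.0 to 29.3). Among Control-alone loops, 26.0% (25.3 to 26.7) had no neighbour in Dex or Resource. As shares of the whole lists the order was the other way round, at 10.7% of Dex and 15.4% of Control. No chance level was computed for neighbours within 10 kb, and the Dex-alone and Control-alone loops were set against lists of different length. The no-neighbour shares therefore decide nothing about the drug. Absence from a list may reflect a loop that missed a threshold, an account that was not tested. The part that the drug adds stays open.

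A further hypothesis held that Dex-alone loops gather at glucocorticoid response elements. The density ratio against Control-alone loops was 0.977, with the control motif at 0.949. Standardised to the GC content of all anchors it was 1.00, and among loops without a neighbour 0.971 (0.902 to 1.05). The element gave no sign of an excess, but anchors of about 5 kb hold mostly sequence unrelated to any contact. With 2 mismatches the element was 1.07 times as dense as the control motif in Dex-alone anchors and 1.04 times in Control-alone anchors. Most counted matches are therefore at the level of the control motif, and would hide an excess of true sites. For exact sites the interval of 0.411 to 2.01 was wide. An excess, small or large, therefore cannot be told apart from none.

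Drug-responsive genes were expected to gain promoter loops relative to others. Their list lay at percentile 10.7, on the side of fewer loops, inside the range of random lists. With 14 genes that have a Control or Dex loop, a modest gain or loss relative to other genes cannot be told apart from chance. The eye pressure list lay at percentile 95.6, toward fewer losses than matched genes, also inside the range. It was 80.5 at equal list length, in a single random reduction whose spread was not measured. Whether these genes shift with the drug therefore cannot be told apart from chance either.

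Promoter-to-promoter loops were more common in Dex than in Control by 4.26 percentage points. At equal GC content of the anchors the difference was 3.33 points, and the intervals were apart in 4 of 5 GC classes, which argues against GC content as the whole cause. The share did not fall steadily with list length, since the longest list, Resource, was at 42.3%, which is 3.64 points above Control. Resource also differed in a donor and in the absence of vehicle. It therefore cannot exclude an effect of length or depth between Control and Dex. Because untreated cells resembled Dex in this share, Control was the list that stood apart. A candidate explanation is a difference specific to the Control list, such as its calling or depth. An effect of the vehicle that the drug offsets is another, and neither was tested.

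The differences in promoter loops between Control and Dex were more uneven over genes than independent loops would give. Their variance was 1.25 times that of random reassignments of the unshared loops, which ranged from 0.942 to 1.08. This argues against loops of a gene changing independently, and neighbouring anchors called together may be part of it, which was not tested. The same ratio was 1.49 for Control against Resource, both without the drug, and 1.40 for Dex against Resource. At equal list lengths the ratios were 1.22, 1.28 and 1.36. The prediction written for a drug effect, a larger ratio for Control against Dex, was not met. The Resource list also differed in a donor and in the absence of vehicle, which can raise its own ratio. An added effect of the drug at the level of genes therefore cannot be told apart from these differences. This open reading was chosen after the ratio was seen, in place of a reading against such an effect.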
